A study of Mus musculus with 8 samples. Its data were reported in "Epigenetic regulation of cell state by H2AFY governs immunogenicity in high-risk neuroblastoma" (2024).

How the data were processed

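CUT&RUN libraries of 9464D cells were grouped by their titles into control and H2afy-KO cells with anti-macroH2A1 or IgG, with 2 libraries in each of the 4 groups. The authors trimmed reads with Trim Galore, aligned them to mm10 with Bowtie2, kept properly paired reads of high mapping quality with SAMtools, and made coverage tracks with deepTools, which were not used here. The submitters' processing notes name SICER, and the study's methods name epic2, a fast implementation of it, which called broad domains in control cells with KO cells as background. Regions of the ENCODE blacklist were then removed. Versions were not given in the sources used here. The study describes domains called in both experimental replicates, but the sources used here do not say whether the deposited list comes from pooled reads, from a merge of lists, or from a single replicate.

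The deposited file held 3 columns, which give the chromosome, start and end of each domain, without a score, count, or p value. Positions are printed 1-based. Depth per library was known only as the minimum that the study states, and the precision of the list could not be derived from it. Of the 4375 domains, 98.15% had both edges on a 2000 bp grid and 81 had an edge off the grid. The contrast of control and KO cells is inside the caller, so no group was tested against another. Coordinates were combined with the GRCm38 sequence, the build of mm10, and GENCODE M21 annotation, and all domains ended within the chromosomes of that sequence.

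The share of each chromosome in domains was computed over bases other than N, and X was compared with 19 autosomes by exact permutation of chromosome labels. For annotation, GC content, and clustering, each domain was placed 1000 times at random on its own chromosome without overlap and outside runs of N of at least 10 kb. Bases were assigned in the order promoter (1 kb on each side of the 5′ end), exon, intron, and intergenic. A gene counted as overlapped when at least 1 bp of its body was in a domain. Gene lists, 17 given by gene and 10 by symbol, were compared with the share expected from genes in the same of 20 length bins, and the test used all 21728 rotations of the length-adjusted values along gene order. Lists with at least 10 members were adjusted together by the Benjamini-Hochberg method with a threshold of 0.05. All tests were two-sided.

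Named genes were the genes of the 10 longest domains (at most 4 each by bases), 11 genes fixed by name, and for the ADRN, MES, antigen presentation, and interferon lists and each list past the threshold, the 4 overlapped members with the largest share of the body in domains. The genes fixed by name were *H2afy*, *H2afy2*, *Mycn*, *Prrx1*, *Flrt2*, *Col5a1*, *Sox11*, *Nefl*, *Rbms3*, *Birc5*, and *Cd274*. Other genes named were chosen after their values were seen. Some genes that the rule selects are not reported here. Naming by caller score was planned and had no values to use. Lists, tests, naming rule, and most alternatives were fixed before the data were examined.

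The alternatives were domains of at least 10 kb, joining of domains less than 10 kb apart, other null models, promoters of 3 kb, all gene biotypes, stricter overlap, and omission of sex chromosomes or of each chromosome in turn. Both procedures were tested on simulated data. With randomly drawn domains of chromosome 19, 1 to 3 of 100 sets had p under 0.05, and with domains drawn toward GC-rich sequence, 19 to 20 of 20 sets did. The random sets were drawn much as the placements are. Their rate therefore does not show how the placement test behaves for domains that lie close together. For the gene list test, 4.7% of 1000 random lists had p under 0.05, and 57.9% and 93.3% of 1000 lists of 48 genes drawn with doubled and tripled odds of overlap did, before adjustment. Analyses were run with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, and numba 0.67.0.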

Results

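The genomic distribution of H2AFY (macroH2A1), a core histone variant that carries a large globular macrodomain, was mapped by CUT&RUN in 9464D cells, a mouse neuroblastoma line derived from a tumor of a MYCN-driven transgenic mouse. In CUT&RUN, an antibody tethers a nuclease to chromatin and the released fragments are sequenced. The series held 8 libraries, with 2 replicates each of control cells and of H2afy-KO cells, each stained with an anti-macroH2A1 antibody or with nontargeting IgG. The deposited values were 1 list of domains enriched in control over KO cells. The list gave positions only, so the depth of each library was known only as the minimum that the study states. No value could be assigned to a single library, and no replicate error could be given for any value below. The loss of H2afy in the KO libraries could not be checked from this list, and neither could the IgG background. The study itself reported that the CUT&RUN signal was lost in KO cells. It also reported loss of the protein by Western blotting and proteomics.

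To describe where H2AFY resided in control cells, the number and length of the domains were determined first. The list held 4375 domains that together spanned 267 Mb, or 10.1% of the sequenced bases of the genome (mm10). H2AFY formed broad domains, with a median length of 38.0 kb and an interquartile range from 22.0 to 72.0 kb. There were 645 domains of at least 100 kb, and these held 45.2% of all domain bases. The 19 domains of at least 500 kb lay at the far end of this range.

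The longest domain covered 2194 kb of chromosome 11, from 117506001 to 119699999, and overlapped 38 protein-coding genes. *Rbfox3*, *Cyth1*, *Tnrc6c*, and *Dnah17* were the genes with most bases in this domain, and all were wholly inside. It also contained *Birc5*, which encodes the apoptosis inhibitor survivin (chromosome 11, 117849251 to 117855743), and *Socs3*, a feedback inhibitor of cytokine signaling. A neighboring domain of 708 kb on the same chromosome contained *Sept9*, *Mgat5b*, *Sec14l1*, and *Mxra7*. The 4 domains next in length after the longest were all on chromosome 17. The first of them, of 1206 kb, contained *Map4k3*, *Arhgef33*, *Sos1*, which encodes a RAS exchange factor, and *Galm*. The second, of 1200 kb, contained *Eml4*, *Mta3*, and *Kcng3*, and 57.2% of *Thada*. The third, of 1050 kb, contained *Fbxo11*, *Kcnk12*, and *Foxn2*. The fourth, of 868 kb, contained *Myom1* and *Myl12b*, 57.65% of *Dlgap1*, and 23% of *Lpin2*. Domains of 644 to 682 kb contained *Dgki*, *Ptn*, and *Npvf* on chromosome 6, *Arsj* on chromosome 3, and *Prex1* on chromosome 2, and reached into *Creb3l2*, *Camk2d*, and *Sulf2*.

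**Figure D1:**
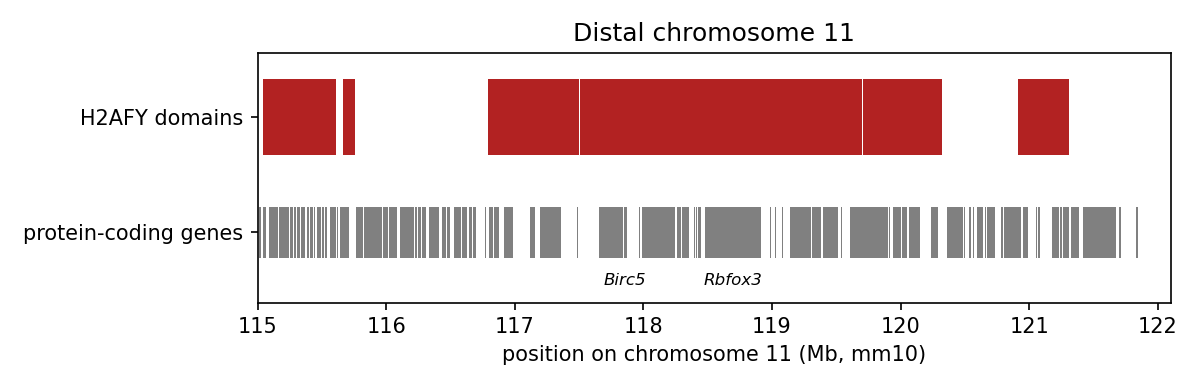
Map of the end of chromosome 11, with position in Mb (mm10) on the horizontal axis, H2AFY domains in red and protein-coding genes in gray. The domain of 2194 kb that contains *Birc5* and *Rbfox3* lies beside the domain of 708 kb, and domains separated by a few kb appear joined at this scale.

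H2AFY is known from the inactive X chromosome of female cells, and the X chromosome was therefore compared with the autosomes. Domains were nearly absent from X, where 6 domains covered 0.0599% of the sequence. The 19 autosomes were covered by 11.4% ± 5.94 (SD across autosomes). Chromosome 11 had the highest coverage at 22.2%, followed by chromosome 19 at 20.2% and chromosome 2 at 18.1%. Chromosome 12, which holds the endogenous *Mycn* gene, was the lowest autosome at 2.5%, and chromosomes 5, 13, and 7 had 3.69%, 3.85%, and 4.09%. The *MYCN* transgene that drives these tumors was not assessed. No domain was listed on Y, but whether reads from Y pass the study's mapping quality filter was not tested. X was lower than every autosome. The exact permutation of chromosome labels gave a two-sided p of 0.1 for coverage, as chromosome 11 deviated about as far upward, and with 20 chromosomes this test could not pass the threshold. The number of domains was 0.0367 per Mb on X and 1.815 ± 0.562 per Mb on the autosomes (exact two-sided p = 0.05, the smallest that 20 chromosomes allow).

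**Figure D2:**
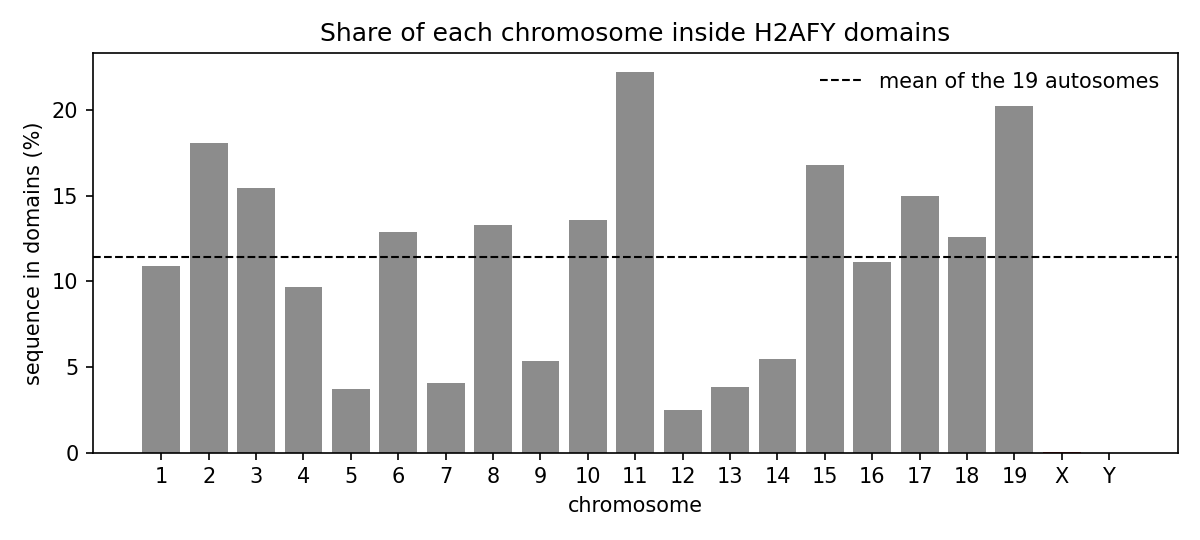
Percentage of the sequence of each mouse chromosome inside H2AFY domains, with 1 bar per chromosome and the mean of the 19 autosomes as a dashed line. Chromosome 11 reaches 22.2%, chromosome 12 is the lowest autosome at 2.5%, and X, at 0.0599%, is too low to see.

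The annotation of the domains was then compared with that of domains of the same length placed at random on the same chromosomes. Promoters, taken as 1 kb on each side of the 5′ end of protein-coding genes, made up 2.25% of domain bases and 1.69% of placed bases. Introns were under-represented at 28.2% against 37.55%, and exons at 3.0% against 3.55%. Intergenic sequence made up 66.6% of domain bases against 57.2%. H2AFY domains had a GC content of 44.3% against 42.0%, and held 11.55 5′ ends of coding genes per Mb against 8.97. Domains lay close together, with a median gap to the nearest domain of 28 kb against 158 kb (a ratio of 0.178, or 0.314 when domains less than 10 kb apart were joined), and 60.1% had a neighbor within 50 kb against 20%. Each of these differences had a permutation p of 0.001 (two-sided), the smallest that 1000 placements can give. These p values refer to positions in the genome and not to replicate libraries.

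To relate the domains to genes, overlap with the gene bodies of 21728 protein-coding genes on chromosomes 1 to 19 and X was determined. A domain overlapped 3921 genes (18.05%). The 5′ end was inside a domain for 3083 genes, and 1723 genes were wholly inside. *H2afy* itself was not overlapped, and the nearest domain was 13.6 kb away. Its paralog *H2afy2* had 0.323% of its body, including the 5′ end, in a domain.

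The study addresses a switch between adrenergic (ADRN) and mesenchymal (MES) states of neuroblastoma cells, and lists of genes of both states were tested. Of 48 MES genes, 20 were overlapped by a domain (41.7%), while 20.05% were expected from coding genes of the same length (exact rotation test along gene order, Benjamini-Hochberg adjusted p = 0.00497 over 27 lists). *Col1a1*, the main fibrillar collagen chain, *Meox1*, and *Snai1*, a transcription factor of epithelial-mesenchymal transition, were wholly inside domains. *Prrx1*, a homeobox factor of the mesenchymal state (chromosome 1, 163245119 to 163313710), had 88.8% of its body in a domain from 163206001 to 163305999, with the 5′ end outside. *Col5a1* had 8.87% of its body in a domain, including the 5′ end, and *Flrt2* was not overlapped, with the nearest domain 796 kb away. Of 47 ADRN genes, 9 were overlapped (19.15% against 18.7% expected, adjusted p = 0.96 by the same exact rotation test). Those wholly inside were *Dbh* and *Ddc*, enzymes of catecholamine synthesis, the transcription factor gene *Hand1*, and *Nefl*, which encodes a neurofilament chain. *Rbms3* had 1.70% of its body in a domain. The endogenous *Mycn* gene and *Sox11* were not overlapped, with the nearest domains 2332 and 2508 kb away. The length-adjusted share of MES genes exceeded that of ADRN genes by 21.2 percentage points (exact rotation p = 0.00815), a comparison chosen after the data had been seen. Both lists include genes that the study named from these cells and are not independent of it, but without those genes the excess of the MES list was 22.0 points. The MES result concerned any overlap of 1 bp or more. When the 5′ end had to be inside a domain, which was the case for 14 genes, the excess was 14.95 points (adjusted p = 0.0289, exact rotation test). When at least 50% of the gene body had to be inside domains, the excess was 2.84 points (adjusted p = 0.735, exact rotation test). For any overlap, the excess without chromosome 2 was 15.3 points (adjusted p = 0.0532, exact rotation test).

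Collagen genes, which overlap with the MES list, were also found in domains more often than expected. Of 44 collagen genes, 20 were overlapped (45.5% against 22.1%, adjusted p = 0.00746 by the exact rotation test). *Col15a1*, *Col1a1*, *Col8a2*, and the basement membrane collagen gene *Col4a2* were wholly inside. The results of both lists leaned in part on their shared members. Without collagens, the MES list had an excess of 14.2 points (exact rotation adjusted p = 0.0603). Without MES genes, the collagens had an excess of 15.4 points (exact rotation adjusted p = 0.0859). Both alternatives were added after the data had been seen.

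Lists of genes of other cell types were tested as well. Of 30 muscle genes, 12 were overlapped (40.0% against 18.8%, adjusted p = 0.0359 by the exact rotation test), among them *Acta1*, *Casq2*, *Des*, and *Mb*, which encode skeletal actin, calsequestrin, desmin, and myoglobin. Of 20 genes of glia and Schwann cell precursors, 8 were overlapped (40.0% against 18.1%, exact rotation adjusted p = 0.0359). *Erbb3*, *Ngfr*, *Pou3f1*, and *Sox10*, a master regulator of glia, were wholly inside. Of 93 potassium channel genes, 29 were overlapped (31.2% against 19.6%, exact rotation adjusted p = 0.0359), with *Kcna10*, *Kcna3*, and *Kcnc4* wholly inside. These 3 calls were lost when domains were rotated at random within their chromosomes (permutation adjusted p = 0.0647, 0.0659, and 0.0782) and also when any of 6, 9, and 5 of the 20 chromosomes was left out (exact rotation adjusted p up to 0.234, 0.125, and 0.0822). The excess over the expected share was 21.2, 21.9, and 11.6 points, and over rotated domains it was 22.8, 22.6, and 9.40 points. With at least 50% of the gene body in domains, the adjusted p was 0.0848 for muscle and 0.479 for glia genes, and with the 5′ end in a domain it was 0.155 for glia genes (exact rotation tests).

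Genes of 3 large families were overlapped less often than expected. Whether reads from these families pass the study's mapping quality filter as often as reads from other genes was not tested. Of 1134 olfactory receptor genes, 54 were overlapped (4.76% against 14.15%, adjusted p = 0.0359 by the exact rotation test). The overlapped members included *Olfr12*, *Olfr1358*, *Olfr1394*, and *Olfr1395*. Of 328 vomeronasal receptor genes, 5 were overlapped (1.52% against 16.2%, exact rotation adjusted p = 0.0359), including *Vmn1r32*, *Vmn1r38*, *Vmn1r39*, and *Vmn1r4*. Of 394 genes with a Zfp symbol, most of which encode zinc finger proteins, 29 were overlapped (7.36% against 18.2%, exact rotation adjusted p = 0.00497). *Zfp280b*, *Zfp286*, *Zfp334*, and *Zfp36l2* were wholly inside. With domains rotated within chromosomes, these 3 lists had a permutation adjusted p of 0.0659 each, and the difference moved from -9.385 to -8.58 points for olfactory receptors, from -14.7 to -7.94 points for vomeronasal receptors, and from -10.9 to -6.09 points for Zfp genes. With at least 50% of the gene body in domains, vomeronasal receptors had an adjusted p of 0.0848 (exact rotation test). The calls of olfactory and of vomeronasal receptors were each lost when any of 10 of the 20 chromosomes was left out, and that of Zfp genes with none. Over all 20 omissions the difference ranged from -10.1 to -7.96 points for olfactory and from -15.7 to -13.3 points for vomeronasal receptors.

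Immune genes were examined because the study addresses the immunogenicity of neuroblastoma cells. Of 31 genes of antigen presentation, 12 were overlapped (38.7% against 17.0%), which did not pass the correction (exact rotation p = 0.0327, adjusted p = 0.0982). The immunoproteasome gene *Psmb8* and *H2-DMb1* lay in a single domain on chromosome 17 from 34132001 to 34219999, and *H2-M3* and *Pdcd1lg2* were wholly inside other domains. *Cd274*, which encodes PD-L1, had 19.8% of its body in the same domain as *Pdcd1lg2*, with the 5′ end outside. *Psmb9*, *Tap1*, and *Tap2* were also wholly inside domains. As some of these genes share a domain, the 12 genes are not 12 separate loci. The excess was 21.67 points, and with single chromosomes left out it ranged from 14.46 (without chromosome 17, exact rotation p = 0.162) to 24.73 points. The list was not limited to presentation itself, as it held *Cd274*, *Pdcd1lg2*, *Cd80*, and *Cd86*. Of 38 interferon and NF-kB genes, 7 were overlapped (18.4% against 17.7%, exact rotation adjusted p = 0.96), and *Ifit1*, *Irf1*, *Socs1*, and *Socs3* were wholly inside.

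The other lists did not pass the test. For Hox genes, the overlapped share was 30.8% (12 of 39, all wholly inside, such as *Hoxb1* and *Hoxb13*). Their difference from the expected share was 14.7 points. With single chromosomes left out, it ranged from -7.77 points (without chromosome 11) to 26.9 points (without chromosome 6). The overlapped share was 30.0% for immune cell genes (9 of 30), 27.3% for hits of the study's screens (3 of 11, *Cox5b*, *Mgat1*, and *Tcf19*), and 27.3% for imprinted genes (9 of 33). It was 24.2% for synapse genes (15 of 62), 21.4% for cell cycle genes (9 of 42), 15.4% for H2AFY-associated genes (2 of 13, *Birc5* and *Brip1*), 15% for housekeeping genes (6 of 40), 13.6% for developmental transcription factors (12 of 88), and 13.3% for hepatocyte genes (4 of 30). The difference from the expected share was 0.850 points for synapse genes and 12.9 points for immune cell genes. With domains rotated within chromosomes, it was -20.7 and 17.0 points, and both lists passed (permutation adjusted p = 0.0472 each). Ribosomal protein genes had 5.00% (3 of 60, *Rpl26*, *Rpl3*, and *Rps14*). Among gene families, the share was 30.4% for cadherins (7 of 23, such as *Cdh1* and *Cdh15*) and 13.6% for keratins (15 of 110, such as *Krt7* and *Krt8*). The keratin list held every gene with a Krt symbol, so its share is not that of keratins alone. It included 57 genes of keratin-associated proteins (Krta symbols), of which 0 were overlapped. The share was 4.92% for serpins (3 of 61, such as *Serpinb1b* and *Serping1*), and 1.45% for histone genes (1 of 69, *Hist4h4*). None of the 56 clustered protocadherin genes was overlapped (0 against 19.8% expected, exact rotation p = 0.108).

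**Figure D3:**
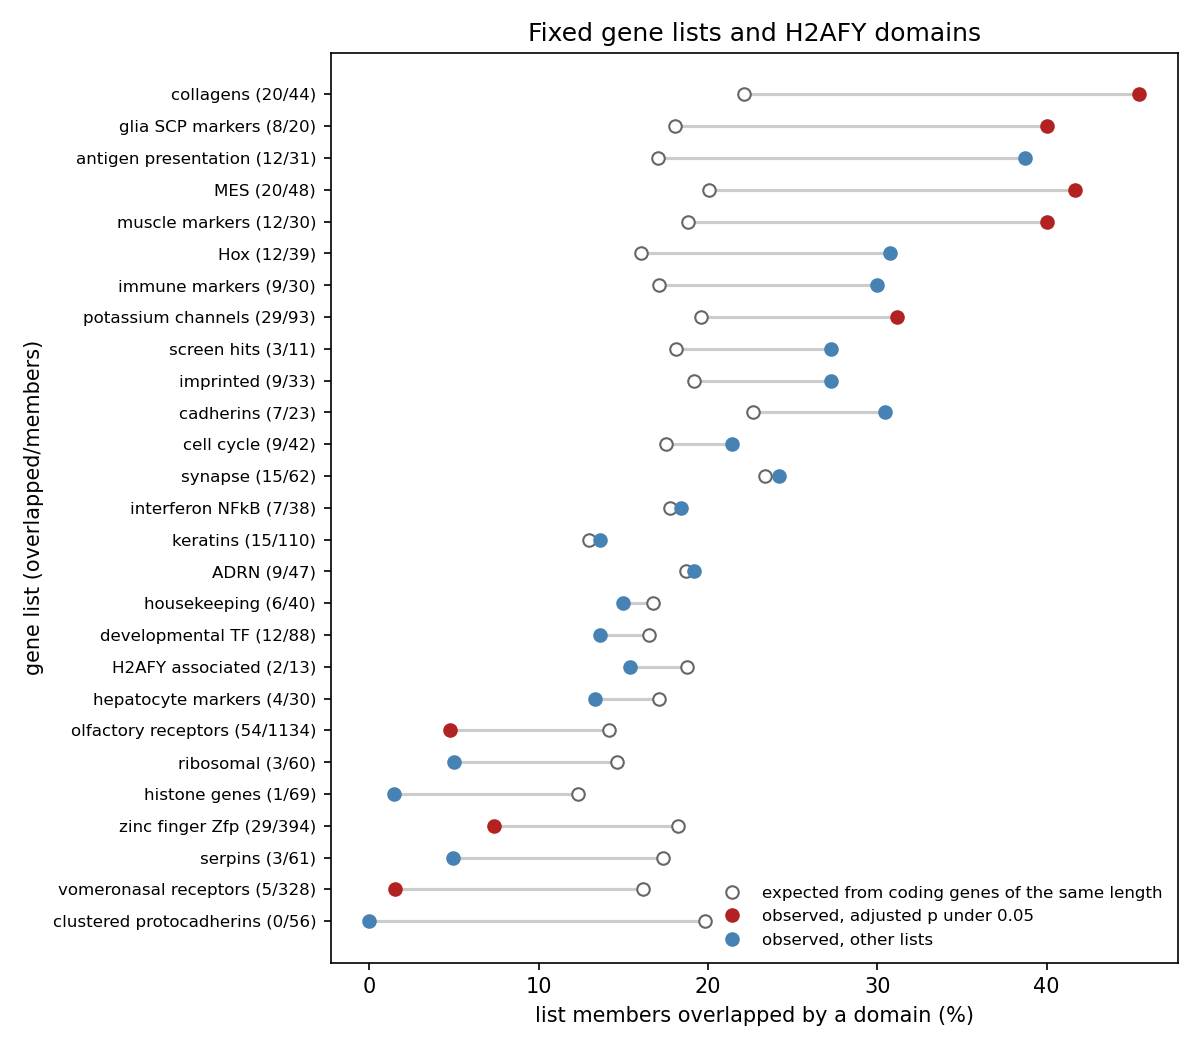
Percentage of the members of each of 27 gene lists overlapped by an H2AFY domain (filled points) beside the percentage expected from protein-coding genes of the same length (open points), with the overlapped and total members after each name. Red points have an adjusted p under 0.05, with MES at 41.7% and collagens at 45.5%, while ADRN at 19.15% lies next to its expected value of 18.7%.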

Values the study reported

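The study reported 805 peaks that differed in accessibility between KO and control 9464D cells. Its CUT&RUN libraries were sequenced to at least 10 M paired-end reads of 150 bp per sample, and alignments with a mapping quality of at least 30 were kept. Domains were called with bins of 2,000 bp, 5 allowed gaps, and an FDR of 0.00001.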

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

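The omission of domains of at least 500 kb, the local gene density model, and the shortened lists were chosen after the data had been seen. Of 378 repeats of 42 results, 323 were counted as unchanged. For tested results, this meant that direction and side of the threshold were kept. For numbers, median length, and genome share, it meant an allowed range that is not given here. Joining domains lowered their number from 4375 to 3636, which was counted as unchanged. A genome share of 10.05% against 10.1% was counted as moved, so the count of 323 depends on these ranges. Every measure of annotation, composition, and clustering kept its direction and side of the threshold under the alternatives run for it. Joining domains still moved the gap to the nearest domain from 0.178 to 0.314 of that of placed domains. X stayed lower than the autosomal mean, but no alternative for X could pass the threshold. No paired analysis was possible because the list carries no values per replicate. For the same reason, the planned omission of each replicate, a stricter list by caller score, and the relation of score to length, chromosome, and genic position were not run. Depth was known only as the minimum that the study states, and its effect on the list was not examined. The cause of the changes below was not tested, except where an alternative removes genes or chromosomes.

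With domains less than 10 kb apart joined, the median length was 44.0 kb and the genome share 10.3%, and with domains of at least 10 kb the share was 10.05%. The following values are percentage points over the expected share. With at least 50% of the gene body in domains, MES had 2.84, muscle 14.9, glia 8.08, and vomeronasal receptors -10.3, none past the threshold. Ribosomal genes passed with -11.1, and cell cycle turned to -4.19 and developmental factors to 0.649. In this setting, 2 lists passed with a higher share than expected. With the 5′ end in a domain, glia had 14.9 (exact rotation adjusted p = 0.155), ribosomal genes passed with -12.0, and synapse turned to -3.10. Against random genes of the same length, which ignores that neighbors share domains, antigen presentation (21.7), Hox (14.7), protocadherins (-19.8), histones (-10.9), and serpins (-12.4) passed. Here, 6 lists passed with a lower share than expected. With domains rotated within chromosomes, muscle (22.8), glia (22.6), potassium channels (9.40), olfactory (-8.58) and vomeronasal receptors (-7.94), and Zfp genes (-6.09) no longer passed, immune cell genes passed with 17.0, and synapse turned to -20.7 and passed (permutation adjusted p = 0.0472). Cadherins turned to -5.25, hepatocyte genes to 0.367, housekeeping genes to 2.61, and keratins to -4.35. With this rotation, 3 lists passed with a higher share and 1 with a lower share. Without X and Y, ADRN turned to -0.373, interferon genes to -0.0836, and keratins to -0.448, and with all biotypes ADRN was -0.0924, all near 0. Leaving out each of 20 chromosomes in turn, MES missed the threshold without 1 of them (2, 15.3), muscle without 6 (14.5 where the adjusted p was highest), glia without 9 (18.97), potassium channels without 5 (10.3), and olfactory (-8.98) and vomeronasal receptors (-15.2) without 10 each, while collagens and Zfp genes passed each time. Among lists that did not pass, Hox turned to -7.77 and housekeeping to 1.19 without chromosome 11, ADRN to -3.61 without 14, keratins to -9.695 without 15, interferon genes to -2.575 without 3, synapse to -1.46 without 10, and H2AFY-associated genes to 0.7745 without 4. Without domains of at least 500 kb interferon genes had -1.22, and with local gene density keratins had -1.36. MES without collagens had 14.2 and collagens without MES genes 15.4, neither past the threshold.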

Other observations

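The comparison of symbol stems and the tests of X domain length and of the flanks of the longest domains were chosen only after the results had been seen. Among 259 stems of gene symbols with at least 15 members, some of them nested, 4 passed the adjusted threshold by the exact rotation test. Wnt genes, which encode secreted signaling proteins, were overlapped in 12 of 19 cases (63.2% against 18.6% expected from gene length, exact rotation adjusted p = 0.0358). *Wnt1*, *Wnt3a*, *Wnt11*, and *Wnt7b* were wholly inside domains. Glutathione S-transferase genes were overlapped in 14 of 22 cases (63.6% against 15.2%, exact rotation adjusted p = 0.0358), and these included the neighboring genes *Gstm1* to *Gstm7* and *Gstp1* to *Gstp3*. Axonemal dynein genes (Dnah) were overlapped in 9 of 15 cases (60.0% against 23.6%, exact rotation adjusted p = 0.0477). The fourth stem was Zfp, with fewer overlaps than expected. Repeat-masked sequence, a measure added later, made up 27.5% of domain bases and 33.2% of randomly placed bases (permutation p = 0.001, the smallest possible). Random placement avoided runs of N but not sequence where reads align poorly. The effect of the study's mapping quality filter on this difference was not tested.

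The smallest gap between neighboring domains was 3 empty bins of the grid, and 17.0% of gaps were under 5 empty bins. That is fewer bins than the allowed gap quoted from the study above, and the cause was not tested.

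Almost no domains were listed on X. Sequence composition is argued against as the whole cause, since 154 autosomal windows of 1 Mb matched to X on GC, gene density, and repeats were covered by 4.80% (bootstrap 95% interval 3.375 to 6.40%), against 0.0652% of the X windows. That matched coverage was still below the 11.2% of all autosomal windows, so composition may account for part of the difference. A lower depth or copy number of X stays open. The 6 X domains had a median length of 16.0 kb against 38.0 kb on autosomes, which did not pass a permutation test (p = 0.0871), and depth per chromosome, which would bear on it, was not analysed here. No biological explanation was tested, because no group of the design bears on it.

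The 10 longest domains were compared with a prediction from their sequence. A model of GC, gene density, and repeats fitted on the other chromosomes predicted a mean coverage of 15.4% in the windows these domains fill most, against 76.4% observed (residual SD 14.6). These windows were selected for their high coverage, so an observed value above the prediction was close to fixed in advance. The comparison therefore cannot decide whether sequence composition accounts for these domains. A copy number gain of the surrounding segments could not be told apart from a local enrichment. The 1 Mb flanks were covered 1.35 times as much as the rest of the same chromosomes, but the ratio ranged from 0.430 on chromosome 3 to 2.91 on chromosome 6, and read depth was not analysed here.

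MES genes were overlapped more often than genes of the same length, by 21.6 percentage points. The excess was 22.8 points over genes of the same length and local gene density, 22.0 points over domains rotated within their chromosomes, and 22.4 points without domains of at least 500 kb, which argues against each of these as the whole cause. A candidate explanation that stays open is that overlaps at gene edges carry much of the result, as the excess was 14.95 points, still past the threshold, with the 5′ end in a domain, and 2.84 points with at least 50% of the gene body inside. GC content of single genes and read depth were not tested. The hypothesis that H2AFY domains touch MES genes more than other genes rests on 1 list of domains without replicate values, and on members shared with the collagen list.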
